A study of Mus musculus with 20 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

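Genomic DNA from the tails of 10 C57BL/6J/Nrs mice of 1 family was compared by array comparative genomic hybridization with DNA of a reference male mouse, number 3. The family had 1 sire, 1 dam and 8 offspring, numbered here as in the labels. Each mouse was hybridized on 2 arrays with the dyes swapped, so that its DNA carried Cy3 on one array and Cy5 on the other, giving 20 arrays on 5 slides scanned on 3 days. Each slide held 2 mice, in the order sire and dam, offspring 1 and 2, 3 and 4, 5 and 6, and 7 and 8. The labels conflict on the sire: the series title speaks of males exposed to 20 mGy per day for 400 days, whereas the design text calls the male of this family non-irradiated. The names of the 10 mice begin with 20mGy, the prefix used in the paper for its irradiated group, and so go with the title. No irradiated family was compared with a non-irradiated one, so the conflict changes no value.

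The arrays were custom designs of the second screening, in which probes near those positive in a first screening were tiled closely. Each array had 104990 spots, of which 5753 were positive controls, 810 negative controls and 98427 probes for 94391 distinct sequences. Of these, 94340 probes lay on the 19 autosomes, 48 on X and 3 on Y, with a length of 45 to 60 bp and a median spacing of 93 bp. The probes fell into 6830 runs with starts at most 2000 bp apart, of which 3882 had 1 probe and 2768 had 10 or more, the latter holding 89603 probes.

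The authors scanned the arrays and extracted them with Feature Extraction 10.7.1.1 and its protocol CGH_107_Sep09. Per the file headers, the processed intensity of each channel had been background-subtracted with spatial and multiplicative detrending and normalized between the dyes by a linear method. Per the file headers, the log ratio of each spot was log10 of Cy5 over Cy3. The deposited series matrix held log2 ratios of the reference over the mouse, turned the same way on both arrays and not centred. After its sign was turned, at most 37 spots per array differed from the scanner ratio by more than 0.001, with a largest difference of 0.42. Coordinates were those of the probe names, in mm9 (NCBI37). The genome annotation at hand was of another build and was not used here, so no region was matched to a gene, exon or intron.

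The log2 ratio of the mouse over the reference was computed from the processed signals of each spot and centred on the median over the autosomal probes of its array. Before centring, these medians ran from -0.01 to 0.03. Control spots and spots flagged as outliers were left out, which removed 0.0283% of the probe values, and spots of 1 probe were averaged. A probe was called positive in a mouse when its log2 ratio exceeded 0.5 in size, with the same sign, on both arrays. Probes past 0.5 with opposite signs on the 2 arrays were counted as a background, which a dye bias of a probe also raises. A positive region needed at least 2 positive probes of 1 sign, each within 3 probe positions of the next and starting at most 2000 bp apart.

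A de novo candidate region was built from probes positive in an offspring and positive with the same sign in neither parent. Its background was the set of regions positive in 1 parent and in neither the other parent nor any offspring, a stricter condition than that for a candidate. For regions positive in exactly 1 parent, an offspring counted as a carrier when at least a share of 0.5 of the probes were positive, and the number of carriers was tested against a share of 0.5 with an exact two-sided binomial test and Benjamini-Hochberg adjustment. Probes differing between offspring and parents were tested with limma 3.58.1 (lmFit and eBayes) on the mean of each mouse's 2 arrays, with the threshold at an adjusted p of 0.05. The 2 arrays of a mouse were technical repeats, so no test was made for a single mouse. The number of mice, not of arrays, limited the precision.

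These thresholds, rules and tests, and the alternatives to them, were chosen before the data were examined, except where stated. The regions named were, by a rule set at that time, the 10 de novo candidates with the most probes, the 5 regions of exactly 1 parent with the most probes, and the 3 gains and 3 losses with the most probes among regions positive in all 10 mice, with ties broken by the larger mean log2 ratio in size. For limma, the 5 probes with the lowest p in each direction past the threshold would have been named. Loci were defined after the calls had been seen, by joining positive regions of 1 sign over all mice within 50000 bp and keeping those with at least 8 region probes in 1 mouse. Windows of 10 consecutive probes were scanned for a difference of an offspring from both parents on both dyes. Windows within 5000 bp of a locus were set apart after a first scan had shown that the chromosome 8 locus continued beyond its ends.

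The alternatives were thresholds of 0.4 and 0.8, the mean of the 2 arrays in place of both, at least 3 probes per region, a distance of 10000 bp, no centring, centring on the mode, normexp background correction (offset 50), the deposited log2 ratios, probes well above background on all arrays (93144 probes), flagged spots kept, other rules against the parents and, for limma, the slide as a random block, an intensity trend, each parent left out and a minimum difference of 0.5. The normexp alternative used the median signals with the background medians. Alternatives added after seeing the data removed each probe's dye bias, removed each array's trend with probe length, or applied a running median of 5 probes with a threshold of 0.3.

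The calls were tested on simulated data for the 94340 autosomal probes with a noise SD of 0.15 and regions of 10 probes. Of 40 planted de novo regions, 100% were recovered at log2 ratios of -1 and -0.75 and 97.5% at 0.58. Planted regions inherited from the sire were wrongly called de novo in 0 of 160 transmissions to an offspring at -1, in 16 of 164 at -0.75 and in 91 of 151 at 0.58. The planted shift was equal at all probes of a region, and the noise was independent between the 2 arrays. On the real data the 2 arrays of a mouse correlated negatively and shifts varied with probe length, so these rates need not hold there. With 200 changed probes and a median noise SD of 0.0663, limma recovered 85% at a shift of 0.5 with 3.95% false calls, and 97.5% at a shift of 1 with 5.34% false calls. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3 were used.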

Results

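The second-screening arrays measured DNA copy number at closely spaced probes in 1 sire, 1 dam and their 8 offspring, each against the same reference male. Copy number was read as the log2 ratio of the mouse over the reference, on 2 dye-swapped arrays per mouse. The SD of the log2 ratio between neighbouring autosomal probes ran from 0.133 to 0.193 over the 20 arrays, with a median of 0.149. The highest value was that of offspring 4 in Cy3 (0.193), followed by offspring 6 in Cy3 (0.186). The share of probes well above background ran from 98.9% to 99.8%, and no probe was saturated on any array. Signal to noise lay between 45.9 and 76.8 in Cy3 and between 58.9 and 82.9 in Cy5. Over autosomal probes, the 2 arrays of a mouse correlated negatively after the swapped array was turned, with r between -0.40 and -0.15. That correlation is across probes, which are not independent replicates.

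The labels name the sire and the reference as male and the dam as female, so the sex chromosome probes checked the labels and the scale of the ratios. The median log2 ratio of the 48 X probes was 0.03 in the sire and 0.88 in the dam, a difference of 0.85. The median of the 3 Y probes was -0.06 in the sire and -1.96 in the dam, a difference of -1.89. Each value came from 1 mouse, so no test was made. Under normexp the dam-minus-sire difference was 0.71 on X and -1.15 on Y. The filter on probes well above background left 1 of the 3 Y probes, with a difference of -0.23, since it removes probes without signal in a mouse lacking Y. The labels give no sex for the offspring. Their X medians were 0.01 in offspring 1 and 2, 0.03 in offspring 3, 0.00 in offspring 4, 0.80 in offspring 5, 0.82 in offspring 6, 0.87 in offspring 7 and 0.89 in offspring 8. Their Y medians were -0.10, -0.04, -0.05, -0.13, -1.46, -1.61, -2.19 and -2.28 in the same order.

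**Figure D1:**
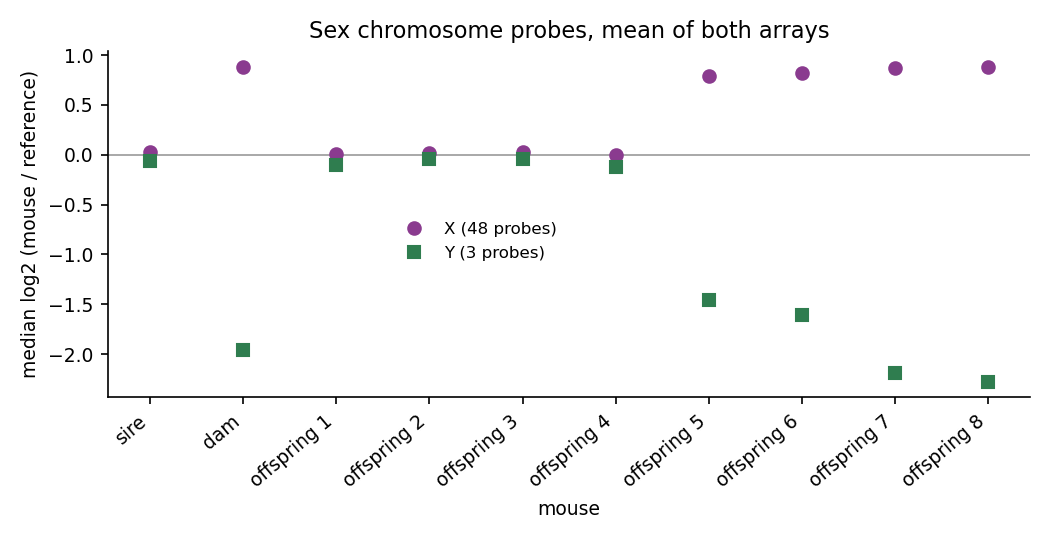
Median log2 ratio (vertical axis) of the 48 X probes (circles) and 3 Y probes (squares) in each mouse (horizontal axis), as the mean of both arrays. The sire lies near 0 on both chromosomes, and the dam at 0.88 on X and -1.96 on Y.

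Positive probes were counted to ask where each mouse differed from the reference. The offspring had 347 ± 123 positive probes (mean ± SD, n = 8), of which 63.6 ± 64.5 were gains and 283 ± 90.5 were losses. The background, probes past the threshold with opposite signs on the 2 arrays, came to 261 ± 89.1 probes per offspring. The sire had 121 gains and 461 losses against a background of 172, and the dam had 7 gains and 223 losses against a background of 367. In the dam and in offspring 5, 6 and 8, the positive probes numbered 230, 225, 230 and 218 against backgrounds of 367, 232, 442 and 212. A dye bias of a probe gives opposite signs, so this background does not estimate how many same-sign calls were false. The mean per offspring changed by the largest factor at a threshold of 0.8, which left 102 probes, and by the largest number with the mean of the 2 arrays in place of both, which gave 683.

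**Figure D2:**
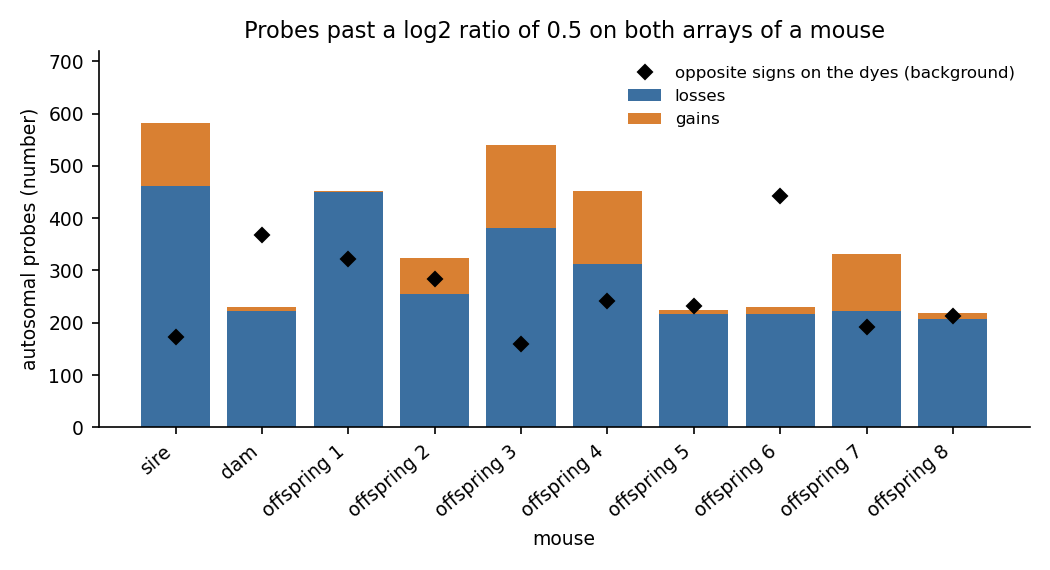
Number of autosomal probes (vertical axis) past a log2 ratio of 0.5 in size on both arrays of each mouse (horizontal axis), as losses and gains (stacked bars) and as the background with opposite signs on the dyes (diamonds). The sire had the most positive probes (582) and offspring 6 the highest background (442).

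Requiring at least 2 neighbouring positive probes gave 31.5 ± 18.2 regions per offspring (mean ± SD, n = 8), with 14 ± 16.5 gains and 17.5 ± 7.96 losses. The sire had 28 gains and 40 losses, and the dam 1 gain and 12 losses. The number of loss regions was 36 in offspring 1 and at most 20 in the other 7 offspring. The mean per offspring was 5.88 at a threshold of 0.8 and 73.5 with the mean of the 2 arrays.

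Regions positive in the whole family would mark places where the reference differed from all 10 mice. There were 0 such regions, and 1 probe gained and 0 probes lost in all 10 mice.

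De novo candidates were sought by removing from each offspring the probes positive in either parent. This left 85 candidate regions in 7 of the 8 offspring, 55 gains and 30 losses. Offspring 1 to 8 had 9, 4, 28, 28, 0, 3, 12 and 1 candidates. In the other direction, 4 regions were positive in the sire alone and 0 in the dam alone, with no offspring positive. These had to be absent in 9 mice and a candidate only in the 2 parents, so this background was low by construction. Of the 85 candidates, 68 had 2 probes, and in 7 the mean log2 ratio differed from that of both parents by more than 0.5 in size. At a threshold of 0.8, the lowest total over the alternatives, 4 candidates were left, and without the sire, the highest, there were 199. When the dye-swap mean of each probe also had to lie 0.5 from that of each parent, 5 were left. All 55 gains lay on chromosome 4.

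Of the 10 candidates with the most probes, 8 were gains within 101125801 to 101258985 of chromosome 4. The candidate with the most probes, in offspring 4, spanned 101125801 to 101126206 with 5 probes and a mean log2 ratio of 0.59, against 0.44 in the sire and 0.01 in the dam. A region at 101127402 to 101127810 (4 probes) was a candidate in offspring 4 (0.60) and offspring 7 (0.58), with 0.47 in the sire. Offspring 7 had another at 101173290 to 101174133 (4 probes, 0.59, sire 0.55) and one at 101257480 to 101258140 (4 probes, 0.57, sire 0.47). Those of offspring 3 lay at 101180888 to 101181234 (3 probes, 0.68, sire 0.59) and 101246984 to 101247189 (3 probes, 0.65, sire 0.56). The last, in offspring 4, lay at 101258687 to 101258985 (3 probes, 0.64, sire 0.47). The dam lay between -0.02 and 0.09 in these gains.

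The other two were losses. In offspring 4, the region from 24793496 to 24793842 of chromosome 8 (4 probes) had a mean log2 ratio of -0.74, against 0.04 in the sire and 0.04 in the dam. In offspring 6, the region from 120432307 to 120432812 of chromosome 10 (4 probes) had -0.63, against -0.42 in the sire and 0.00 in the dam. The other offspring lay between -0.52 and -0.33 there, except offspring 7 at 0.17. The difference from the nearer parent was -0.78 in the chromosome 8 region and -0.21 in the chromosome 10 region.

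Regions positive in exactly 1 parent were followed into the offspring, where a heterozygous region is passed to each offspring with a probability of 0.5. There were 80 such regions, 67 in the sire (28 gains and 39 losses) and 13 in the dam (1 gain and 12 losses). These were not 80 separate events. All 28 gains of the sire lay within 1 stretch of chromosome 4, and 37 of its losses moved together over the offspring, as described below. The counts of carriers therefore repeat shared signals, and the tests of the regions are not independent. The number of carriers was 0 for 4 regions, 1 for 12, 2 for 12, 3 for 32 and 4 for 20, and no region had more. By the exact two-sided binomial test, 0 of the 80 regions passed an adjusted p of 0.05 (smallest adjusted p 0.156) and 4 had an unadjusted p of 0.0078, the smallest that 8 offspring allow. These 4 were regions of the sire with 0 carriers among 8. One of them, chosen after its values were seen, was a gain of 2 probes at 101179882 to 101180045 of chromosome 4 (0.57 in the sire), where offspring 2, 3, 4 and 7 had mean log2 ratios of 0.52, 0.59, 0.47 and 0.54, so its 0 carriers came from the calling threshold. The count of regions ran from 10, when at least 3 probes were required, to 154 with the mean of the 2 arrays.

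The 5 largest of these regions were the following. The dam had losses at 25429982 to 25449872 (61 probes, mean log2 ratio -1.84) and 25416378 to 25424318 (40 probes, -1.80) of chromosome 3 and at 80244548 to 80244925 of chromosome 5 (4 probes, -3.41). Offspring 5, 6, 7 and 8 carried all 3, with p of 1 in the exact test for 4 carriers of 8. The sire had a loss at 147170483 to 147172465 of chromosome 2 (14 probes, -0.82), carried by offspring 2, 4 and 7, and a gain at 101166843 to 101167241 of chromosome 4 (4 probes, 0.64), carried by offspring 3, 4 and 7. Both had an exact p of 0.727. At the gain, offspring 2 was not called but had a mean log2 ratio of 0.47, so the count of carriers there depended on the calling threshold.

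Positive regions of 1 sign lying near each other were joined over the mice into 4 loci, a step chosen after the calls were seen. The chromosome 2 locus (147169602 to 147172465, 21 probes) had median log2 ratios of -0.79 in the sire, -0.66 in offspring 2, -0.74 in offspring 4 and -0.78 in offspring 7, with the other 6 mice between -0.03 and 0.02. The chromosome 3 locus (25416378 to 25449872, 109 probes) had -1.89 in the dam, -1.76 in offspring 5, -1.77 in offspring 6, -1.88 in offspring 7 and -1.87 in offspring 8. Offspring 1 had -0.19 there, and the other 4 mice lay between 0.01 and 0.03. The chromosome 4 locus (101111326 to 101270170, 1002 probes) had 0.39 in the sire, 0.31 in offspring 2, 0.41 in offspring 3, 0.40 in offspring 4 and 0.41 in offspring 7, with the others between -0.01 and 0.01. All 55 de novo gains, made up of 131 probe calls, lay inside it. In the sire the locus was 0.51 at the 399 probes of 60 bp and 0.21 at the 322 probes of at most 50 bp, and its quartiles over all probes were 0.21 and 0.52.

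The chromosome 8 locus (24792348 to 24794104, 21 probes) had a median log2 ratio of -0.65 in offspring 4, with -0.43 in Cy3 and -0.64 in Cy5. The other 9 mice lay between -0.03 and 0.05. It held 3 de novo candidate regions of offspring 4, made up of 8 probes. In offspring 4 the median was -0.81 at the 3 probes of 60 bp and -0.31 at the 11 probes of at most 50 bp, where the other 9 mice lay between -0.04 and 0.06. In bins of 500 bp, the median was -0.70 at 24793380 to 24793889 and -0.49 at 24794879 to 24795255, with -0.05 at 24794435 to 24794888 between them. Under the alternatives that change the values the median of the locus ran from -0.47 to -0.66. At a threshold of 0.8, 0 of the 3 candidate regions were left.

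**Figure D3:**
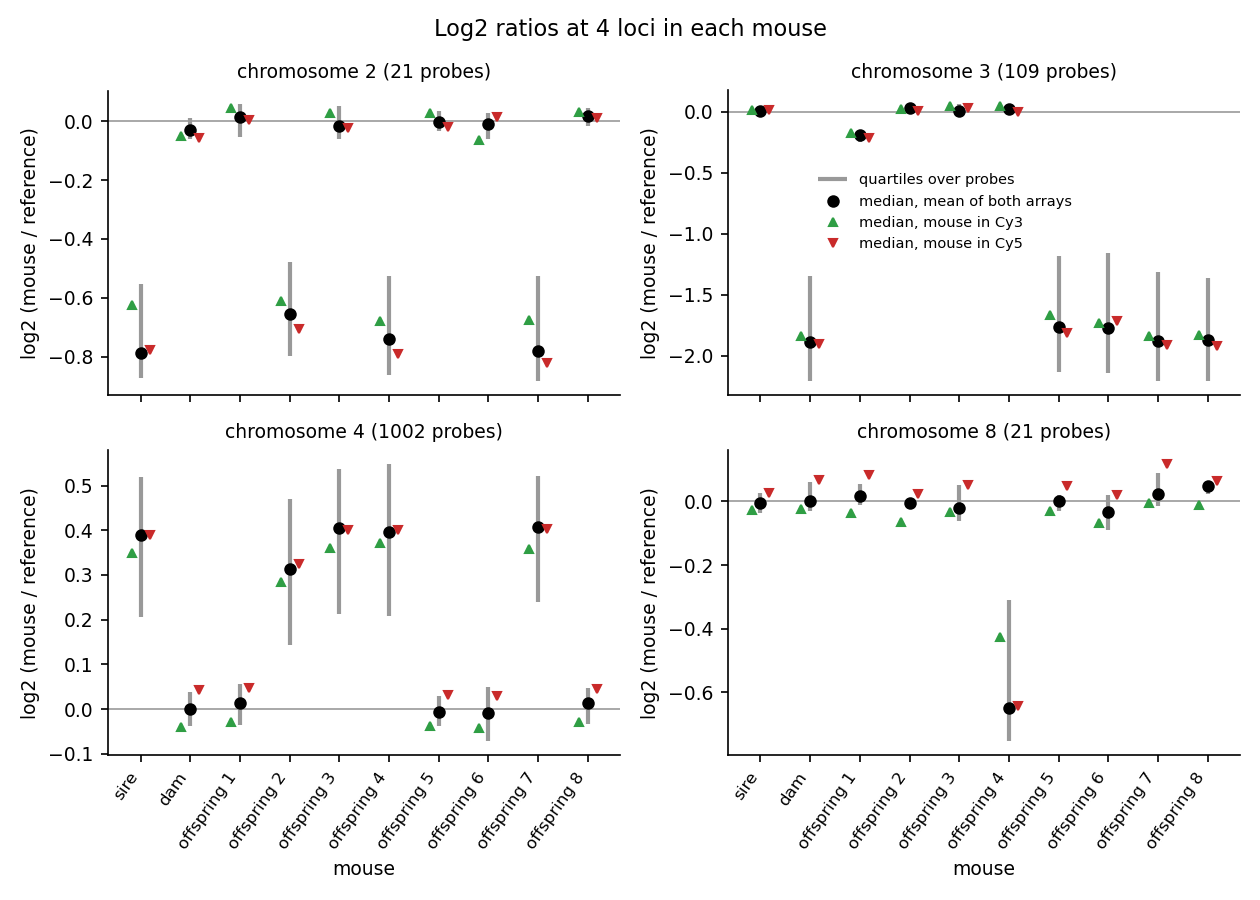
Log2 ratio of the mouse over the reference (vertical axes) at the 4 loci in each mouse (horizontal axes), as the median over probes of both arrays (circles), of each array (triangles) and the quartiles over probes (bars). The chromosome 2 locus was changed in the sire and 3 offspring, the chromosome 4 locus in the sire and 4 offspring, the chromosome 3 locus in the dam and 4 offspring, with a small shift in offspring 1 (-0.19), and the chromosome 8 locus in offspring 4.

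**Figure D4:**
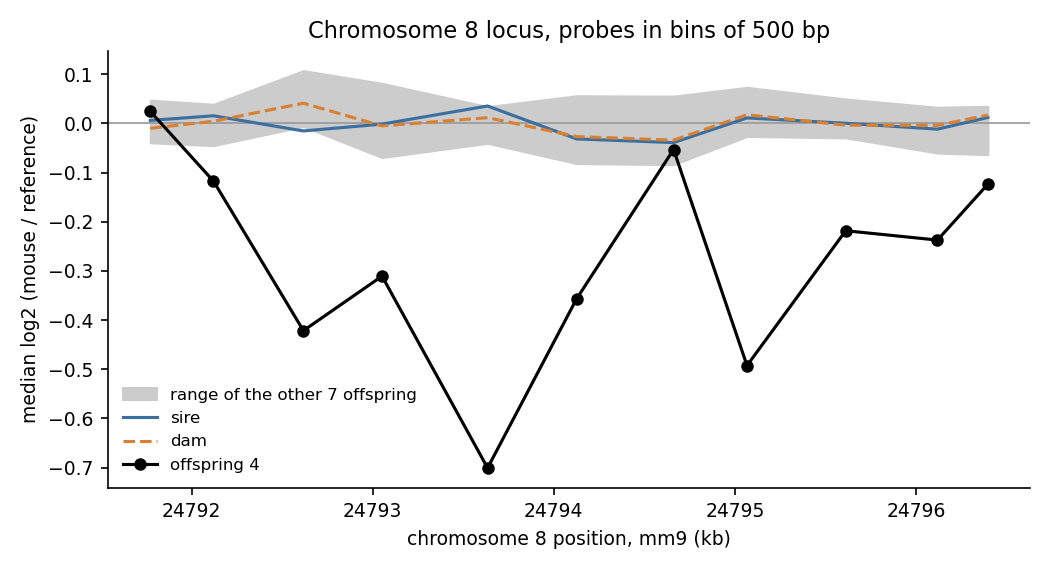
Median log2 ratio (vertical axis) in bins of 500 bp along chromosome 8 in mm9 coordinates (horizontal axis, kb) for offspring 4 (circles), the sire and dam (lines) and the range of the other 7 offspring (band). Offspring 4 was lowest (-0.70) at 24793380 to 24793889, where the other offspring lay between -0.04 and 0.03.

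Single probes were compared between the 8 offspring and the 2 parents to ask whether any autosomal position differed by generation. With limma, 0 of 94322 probes passed an adjusted p of 0.05, and 2831 had an unadjusted p below 0.05. The same count of 0 was found with the slide as a random block, where 1559 probes had an unadjusted p below 0.05 and the correlation within slides was 0.207. With the dam as the only parent, the limma count was 0 with a smallest adjusted p of 0.15, but the spread then came from the offspring alone and the dam was assumed to vary like them.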

Values the study reported

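The study reported de novo deletions in 20.4% of the F1 mice of irradiated sires (29 of 142) and in 7.1% of the F1 mice of non-irradiated sires (11 of 156), a 2.9-fold difference, after candidates had been tested by quantitative PCR. For the larger deletions, with more than one positive probe in the first screening, it gave 15.5% (22 of 142) and 5.1% (8 of 156). Probes in the second screening were spaced by about 0.1 kb, and a log2 ratio past 0.5 in size was required of the probes there.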

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

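Of the tests in this part, those for noise, for a fault of 1 array or of the slide, for overlapping probes and for independent losses in offspring 1 were chosen after the results were seen, and those for probe length and for a signal shared by unlinked probes after seeing the data but before their own results. Over the 8 offspring, 31 measures were searched for 1 mouse far from all others, and 4 had one. Chance gives such a mouse in about 1 in 20 measures. That rate does not apply to the 18 measures that were loci or regions chosen from the calls, which gave 3 of the 4, and several of the 31 measures overlap.

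Offspring 4 lay far below the other 7 offspring at the chromosome 8 locus, with a median log2 ratio of -0.65 where the next lowest was -0.03. The same held for the de novo candidate region inside it, with -0.74 against a next lowest of -0.07. Several technical explanations were weighed. If neighbouring probes merely varied together, other windows of 10 probes would differ from both parents on both dyes by as much. Over 63561 windows in each offspring more than 5000 bp from the 4 loci, the largest such difference was 0.24 in size, against -0.57 in offspring 4 here. That distance was set after a first scan had found the continuation of the same loss. A fault of 1 array would leave the other array near 0, but the weaker array was at -0.43. A fault of the slide would appear in offspring 3, hybridized on the same slide, which had -0.022. A small sequence difference under overlapping probes would not reach probes lying apart, and 5 probes that do not overlap each other were past the threshold on both arrays. Removing the array-wide trend with probe length left the median at -0.66. Within the locus, the size of the loss did depend on length, with -0.81 at the 3 probes of 60 bp and -0.31 at the 11 probes of at most 50 bp, a Spearman rho of -0.78 across probes, which are not independent replicates. The chromosome 2 locus of the sire had a like split, with -0.86 and -0.48. These values argue against all 5 explanations as the whole cause. A bias from GC content was not tested and stays open, as does anything particular to the DNA of this mouse. A loss of sequence that arose in offspring 4 or in a germ cell of a parent may be the source, as a hypothesis found and tested on the same arrays.

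Offspring 1 had 36 loss regions where the next highest offspring had 20. Of these, 35 had 2 probes, they lay on 15 chromosomes, and 20 shared a probe with a loss region of the sire. Losses that had arisen or been inherited independently would not move together over the other 7 offspring, but between regions on different chromosomes the median r over those 7 mice was 0.87. The median log2 ratio of the 36 regions was -0.77 in the sire, -0.76 in offspring 1, -0.54 in offspring 2, -0.56 in offspring 3 and -0.42 in offspring 4, -0.30 in the dam, and between -0.05 and 0.02 in offspring 5 to 8. A graded signal common to unlinked probes is therefore a candidate explanation, whereas 36 separate deletions are argued against. Which property of the DNA, hybridization or mouse sets its level was not settled, and no biological explanation was tested.

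At the chromosome 10 region called de novo in offspring 6, the mouse that stood apart was offspring 7, with 0.17 where the next highest offspring had -0.33. Over the 6 probes within it, offspring 7 had 0.25 in Cy3 and 0.07 in Cy5. If the region carried a signal shared by unlinked probes, probes on other chromosomes would follow its profile over the 10 mice. Among 2887 probes on other chromosomes with an SD over 0.2, 69 on 17 chromosomes followed it with r above 0.9, against at most 2 in 100 permutations of the mice. This is consistent with a signal that is not specific to the region, and a copy number difference at this place alone would not produce it. The source of the shared signal was not tested.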

How the results depend on the processing

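Alternatives that removed a dye bias or a length trend or used a running median were chosen after seeing the data, and the others before. Each alternative changed 1 choice at a time, except normexp and the running median. Normexp also replaced the processed signals by median signals, without their detrending and dye normalization, and added an offset of 50. The running median also lowered the threshold to 0.3. Their changes therefore cannot be assigned to background correction or smoothing alone.

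At a threshold of 0.8 the offspring had 102 positive probes and 5.88 regions on average, 4 de novo candidates and 11 regions of exactly 1 parent in total, against 347, 31.5, 85 and 80 at 0.5. At 0.4 they had 610 probes and 67.1 regions, and 140 regions of 1 parent. These changes follow from the construction of a threshold. Normexp gave 162 probes, 12.6 regions, 26 de novo candidates and 26 regions of 1 parent, and the cause was not tested. The mean of the 2 arrays in place of both gave 683 probes, 73.5 regions, 147 candidates and 154 regions of 1 parent. The rise in probes follows from the weaker requirement, and the cause of the other changes was not tested. Requiring at least 3 probes left 8 regions per offspring, 17 candidates and 10 regions of 1 parent, as most regions had 2 probes. The running median of 5 probes with a threshold of 0.3 gave 145 candidates, and the cause was not tested.

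The de novo count depended on how the parents were used. It was 5 when the dye-swap mean also had to lie 0.5 from each parent, a rule that only removes probes. It was 6 when offspring and parent were compared directly, with 2 in offspring 5, which had 0 under the main rule, and the cause of this change was not tested. Without the sire it was 199 and without the dam 135, as fewer parental probes were removed. The other 9 of its 18 alternatives stayed within 1.5 times of 85. Of the 10 named candidates, 0 were called at 0.8, 3 under normexp, 4 under the running median, 6 at 0.4 and 1 under each of the rules with 0.5 from the parents, and at least 7 under the other 12. Of the 5 named regions of 1 parent, 4 were called at 0.8 and 5 under the other 13 alternatives.

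The dam-minus-sire difference on X was 0.71 under normexp and 0.90 with the mouse in Cy3 only, against 0.85. On Y it was -1.15 under normexp, against -1.89, and the cause of these changes was not tested. Among probes well above background it was -0.23 on Y because that filter removed 2 of the 3 Y probes, with -3.85 and -1.96 in the dam, and left the one with -0.30, so this value says nothing about stability. No difference changed sign. In the sire and the dam, positive probe counts left the range of 1.5 times under 4 and 1 of 12 alternatives, and region counts under 6 and 3 of 14. The medians of the chromosome 2, 3, 4 and 8 loci moved under normexp, to -0.63, -1.75, 0.35 and -0.47, and under none of the other 7 alternatives that change the values.

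Gains made up 18.4% of the positive probe calls. Centring on the mode or not centring moved this share by less than 10 percentage points, to 14.9% and 20.7%. It was 0.985% at a threshold of 0.8 and 70.6% with the running median.

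The count of regions positive in all 10 mice and that of regions past an adjusted p of 0.05 in the binomial test stayed at 0 under all 14 alternatives each, and a test on 8 offspring with so many regions had little room to pass. The limma count stayed at 0 under all 13 alternatives, with a smallest adjusted p between 0.15, without the sire, and 1. With 1 parent left out, the spread came from the offspring alone and the lone parent was assumed to vary like them, so these 2 counts say nothing about stability. No paired analysis was possible because the groups compared share fewer than 2 replicate numbers. The planned correction for GC content was not run because the files used give no probe sequences. Signal over background limited few probes, since 93144 of 94391 were well above background in both channels on all arrays.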

Other observations

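Of the tests in this part, the one for array noise was chosen after seeing the data but before its own result, and the tests of the chromosome 4 candidates, the dam's losses, the sire's losses and the shift in offspring 1 were chosen afterwards.

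The chromosome 4 candidates may be parts of 1 inherited gain. If the sire carried it and its value fell short of the threshold on 1 of the arrays, the sire would be well above 0 at the probes called in offspring. At the 98 distinct probes of the 55 candidates the sire's median was 0.52 and the dam's 0.00. A gain arising in the 4 offspring would have left the sire near 0. The simulation gave the same kind of error, with inherited gains of 0.58 called de novo in 91 of 151 transmissions. Its gain was 0.58 at all probes, whereas the median of the chromosome 4 locus in the sire was 0.39, so the rate does not carry over.

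The autosomal losses of the dam were shared by the same offspring. Of its 12 losses on 8 chromosomes, 11, spread over 8 chromosomes, were carried by exactly offspring 5, 6, 7 and 8, and the last by offspring 5, 7 and 8. Regions inherited independently would be carried by different sets, since 1 unlinked region shares a given set of 8 offspring with a chance of 0.0039, so the 8 chromosomes argue against that explanation. All 12 losses were left among probes well above background, which argues against probes without signal. That filter kept 93144 of 94391 probes, so it is a weak test of dim probes. Under normexp, the regions positive in the dam and not in the sire, the gain included, numbered 12 against 13. The carriers of 11 of the 12 losses were exactly the offspring with a Y median under -1 (-1.46, -1.61, -2.19 and -2.28, against -0.13 or above in offspring 1 to 4). A slide effect would place the sire with the dam, and the sire was at 0.01 at the chromosome 3 locus. Probe sequence shared with the Y chromosome is therefore a candidate explanation of the losses. The dam's single gain, 2 probes at 35428246 to 35428306 of chromosome 18, was carried by the same 4 offspring (0.75, 0.91, 0.66 and 0.67, with 0.77 in the dam). Sequence shared with Y cannot produce a gain, so this region needs another explanation, which was not tested. The dam and the same 4 offspring had X medians from 0.80 to 0.89, and the sire and offspring 1 to 4 from 0.00 to 0.03. The gain therefore followed the X level of the mice as well. Sequence shared with Y was proposed from the same data, and the probe sequences needed to test it directly were not used here.

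The sire had 37 losses of 2 probes that were not also called in the dam, on 16 chromosomes outside the loci. Over the 8 offspring their values rose and fell together, with a median r of 0.94 between regions on different chromosomes, which argues against heterozygous losses inherited independently. Their medians were -0.81 in the sire, -0.35 in the dam, -0.69, -0.57, -0.53 and -0.39 in offspring 1 to 4, and 0.08, -0.01, -0.05 and 0.02 in offspring 5 to 8. Of the 37, 29 were left among probes well above background, but that filter kept 93144 of 94391 probes and hardly tests dimness. The median log2 intensity of the probes of the 37 losses was 8.25, against 9.72 for all autosomal probes. Of the autosomal probes, 11.3% were dimmer than that median of 8.25. Under normexp, the regions positive in the sire and not in the dam, gains included, fell from 67 to 14. Dim probes therefore stay open as a cause. In 31 of the 37 losses the 2 probes overlap, so that both read nearly the same sequence. The 2 mice of a slide differed by 0.0755 to 0.133 on the 4 offspring slides and by 0.459 on the slide of the sire and dam, and 27 of the 945 ways to pair 10 mice gave as small a summed difference as the slides (exact permutation p 0.0286). Slide cannot be told apart from other differences, because on each of the 4 offspring slides both mice also had Y medians on the same side of -1. This test replaced an earlier one that set the dam against the sire on their common slide. The dam was less negative than the sire in 37 of 37 regions, but the regions had been selected as lost in the sire and not in the dam, so that comparison decides nothing.

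Mice with noisier arrays could have more positive probes. Over the 10 mice, the number of positive probes had a Pearson r of 0.26 with the SD between neighbouring probes (permutation p 0.469) and a Spearman rho of 0.35 (permutation p 0.315). Without offspring 4 and 6, the farthest on the SD, r was 0.63. For the background of opposite signs, r was 0.39 (permutation p 0.261), rho 0.33 (permutation p 0.350) and r without those mice 0.17. Over these 2 relations the adjusted p was 0.469 for both r and 0.350 for both rho. With 10 mice, noise is neither shown nor excluded as a source of the differing counts. Slides held 2 mice each, too few for a correlation within 1 slide. A correlation pooled within the slides was not computed, so whether slide differences hide or make these relations was not tested.

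Offspring 1 had a median of -0.19 at the chromosome 3 locus, where the sire had 0.01 and the dam -1.89. A loss of the Y chromosome in part of its cells could give this if the locus shares sequence with Y. It would need a loss of 17.6% and would shift the dam's other lost probes by -0.16 at the median. The 24 such probes outside chromosome 3 differed from the sire by -0.043 (bootstrap 95% interval -0.09 to -0.01), less than that prediction. The Y probes themselves were split, with offspring 1 differing from the sire by -0.20, -0.0014 and 0.08 where -0.26, -0.20 and -0.04 were predicted. The first goes with a partial loss and the other two do not, and the prediction for the 24 probes assumes that they share sequence with Y. The explanation stays open.

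Of the 8 offspring, 7 had a de novo candidate region here. The number was 6 under normexp, 4 with at least 3 probes and 3 at a threshold of 0.8. It was 3 when offspring and parent were compared directly and 2 when the mean also had to lie 0.5 from each parent. It was 8 with the dye bias removed, with the running median and without the dam, and 7 under the other alternatives. These shares are higher than the values quoted from the study above. They are of another measure, since the candidates were not tested by a second method. The study left out mice in which quantitative PCR had shown 4 or more de novo changes. No mouse was left out here, and offspring 1, 2, 3, 4 and 7 had 9, 4, 28, 28 and 12 candidates. The study also required a probe positive in its first screening with a positive neighbour, whereas any 2 neighbouring positive probes sufficed here. The shares here also count gains, and 55 of the 85 candidates lay in the chromosome 4 locus that the sire also had. Neither raises the main count of 7, since candidate losses alone numbered 9, 1, 7, 8, 0, 3, 1 and 1 in offspring 1 to 8. Even so, the 7 is not a count of mice with new losses. The only candidate loss of offspring 7, and of offspring 8, was at 111694528 to 111694677 of chromosome 2, where the dam had -0.74. The only candidate loss of offspring 2, on chromosome 11, had -0.57 against -0.42 in the sire.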
